A study of Mus musculus with 6 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

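RNA of immortalised mouse embryo fibroblasts that carry a degradable ASH2L was measured by RNA sequencing, in what the labels list as 3 untreated libraries and 3 libraries taken 24 h after addition of dTAG-13. The study's own description of this comparison gives fewer replicates per group. Groups and the time of 24 h were taken from the sample titles, while the treatment protocol in the labels names only shorter times. According to the methods of the study, the authors added ERCC spike-in RNA to every sample, trimmed the reads with Trim Galore, aligned them to mm10 (GRCm38) with STAR, assigned them to genes with featureCounts and normalized the counts to the spike-ins. The authors then compared the groups with DESeq2 and shrank the log2 fold changes with apeglm, and versions of these tools were not stated. The labels name a stranded total RNA kit for the libraries and the methods name a kit for the 3′ ends of mRNA, so strandedness and the captured part of each transcript are uncertain, and values of genes that overlap on opposite strands are too.

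The deposited signal of each gene is a mean normalized read count over the libraries of both groups, on a linear scale. The deposited log2 fold change is that of dTAG-13 at 24 h over untreated cells, after shrinkage by the authors. The deposited standard error belongs to that shrunken log2 fold change. The deposited p-value is that of the authors' 2-sided test, and the deposited adjusted p-value is its Benjamini-Hochberg value over genes that passed the authors' filter on low mean counts. The lowest mean normalized count with an adjusted p-value was 1.69. The authors' lists of 2093 lower and 1250 higher genes held the same values as the full table in every row. Because the table has no columns per library, no group test across all genes was run here, the depth of each library is unknown, and every fold change, standard error and p-value of a single gene is the authors' own. Read numbers were recovered for weakly expressed genes only and served only to compare set-ups of libraries, as described further on. A gene was called changed when the authors' adjusted p was under 0.05.

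Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Gene positions and types came from the GENCODE M21 annotation of GRCm38, matched by Ensembl identifier without its version, which placed 16760 of the 16773 tested genes. Symbols of list members were matched to the symbol in the table or in that annotation. The share of lower genes among changed genes was given with an exact binomial 95% interval across genes.

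The comparison, its tests, 36 gene lists and the rule for named genes were fixed before the data were examined. The rule named Ash2l and the members of the H3K4 methyltransferase and demethylase lists, the genes the study had named for RNA or promoters, the 10 largest falls and 10 largest rises among changed genes with a mean normalized count of at least 100, the 3 most abundant lower and the 3 most abundant higher genes, and up to 4 genes with the smallest p-value in the direction of each list's median and 2 against it. The lists covered H3K4 methyltransferase subunits, H3K4 demethylases, Polycomb subunits, DNA replication, G1 and G1/S regulators, G2/M and mitosis, DNA repair and checkpoint, CDK inhibitors, p53 targets, immediate early genes, YAP/TAZ targets, type I interferon response, secreted inflammatory factors, replication-dependent histones, cholesterol synthesis, oxidative phosphorylation, ribosomal proteins, ribosome biogenesis, unfolded protein and integrated stress response, extracellular matrix, contractile cytoskeleton, Hox genes, lysosome, glycolysis and hypoxia, RNA polymerase II machinery, Wnt targets, TGF-beta targets, markers of 6 other cell types, mitochondrially encoded genes, housekeeping reference genes and ERCC spike-ins.

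Each of the 32 lists with at least 5 measured members was tested with cameraPR of limma 3.58.1 in R 4.3.3. The statistic was a signed z made from the authors' 2-sided p and the sign of the log2 fold change, the background was all tested genes, and the preset correlation between genes was 0.01. The test was 2-sided, and p-values were adjusted over these lists by the Benjamini-Hochberg method with a threshold of 0.05. An estimated correlation could not be used, since it needs values per library. Each list's median was also set against 10000 random lists of the same size, matched on mean normalized count in 20 bins. On simulated z values, the list test found 99% of lists shifted by 1 and called 0.423% of unshifted lists in 100 simulations. The simulated genes were independent of each other, so this gives no rate of false calls for correlated genes.

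The deposited mean counts were checked for the number of libraries behind them. All 8923 genes with a mean normalized count up to 3 were whole-number combinations of 5 values, each taken as 1 read in 1 library, within 1e-10. For all 14589 genes with a mean up to 50, a single set of read numbers gave the deposited mean. Each library was put on a side of the comparison by the sign of the deposited fold change of genes with 1 read in it alone, and none was assigned to a sample. A negative binomial model was then refitted to the 4428 genes with a mean of 5 to 50 under 3 set-ups of these libraries, with the spread settings of each set-up chosen among 245 to lie closest to the deposited p-values. On simulated libraries the read numbers were found for 100% of 2521 genes.

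Alternatives were other thresholds, a minimum fold change, other filters and adjustments for multiple testing, a new zero point for the fold changes, protein-coding genes only, other settings and statistics of the list test, and 5 instead of 10 bins of expression. For a new zero point, the centre divided by each gene's deposited standard error was subtracted from its signed z. The sign of the result gave the direction, and p-values made from it were adjusted anew. That standard error belongs to the shrunken log2 fold change, while the signed z came from the authors' p-value, so their scales may differ. An alternative with wider standard errors, a list of ERK-dependent genes, a list of cartilage genes and the set-ups of libraries were added after the data had been seen.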

Results

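RNA levels were compared between untreated immortalised mouse embryo fibroblasts (iMEF) and the same cells after 24 h with dTAG-13. The cells lived on a human ASH2L fused to an FKBP12 degradation tag in place of their own Ash2l protein. ASH2L is a core subunit of the KMT2 (trithorax) complexes, which methylate lysine 4 of histone H3 (H3K4) at promoters and enhancers. dTAG-13 is a PROTAC, a small molecule that bridges the tag to an E3 ubiquitin ligase and so sends the fusion protein to the proteasome. The labels list 3 untreated and 3 dTAG-13 libraries, but the study's own description gives fewer replicates, and the deposited values of weakly expressed genes matched 5 distinct libraries. The deposited values were 1 row per gene, with a mean normalized read count over both groups, a log2 fold change of dTAG-13 over untreated, its standard error, a p-value and an adjusted p-value. Of 55401 genes in the table, 24212 had reads and a p-value and 16773 had an adjusted p-value, and the latter are called tested genes. The total depth of each library is unknown, since no column held values per library. The median standard error of the log2 fold change was 0.26 over the tested genes and 0.18 for the 8236 genes with a mean normalized count of at least 100.

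The comparison asked which transcripts changed in level once ASH2L had been lost for a day. For it the study's legend names the cell clone NG3. The listed libraries held no dTAG-13-treated cells without the tagged ASH2L. Effects of the compound itself on RNA therefore cannot be told apart from those of ASH2L loss. The study reported that dTAG-13 left the growth of control cells without the tag unaffected, which does not cover their RNA. At 24 h the transcripts of cell division were mostly lower: 39 of 48 DNA replication genes and 38 of 41 G2/M and mitosis genes fell, and 0 rose in either group, also at an unadjusted p under 0.05 in the authors' DESeq2 test. Immediate early genes, which growth factors switch on within minutes, fell as well (17 of 28), as did genes of ribosome biogenesis (24 of 29) and of the integrated stress response (14 of 21). Egr1, the immediate early transcription factor that the study followed, fell by 3.11 ± 0.17 (SE) on the log2 scale in the authors' deposited table, which is 8.64 times lower. The chemokine gene Ppbp rose by 3.67 ± 0.17 in the authors' deposited table, which is 12.7-fold higher. Hox genes, which specify position along the body axis, had 7 of 17 members higher and 2 lower.

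The target itself could not be followed at the RNA level, because the degraded protein came from a human transgene and the table holds only the mouse gene. Mouse Ash2l (ENSMUSG00000031575.18, GRCm38 chromosome 8, 25815996 to 25847694) had a log2 fold change of −0.12 ± 0.20 and an adjusted p of 0.72 in the authors' deposited table. Among 19 measured subunits of the H3K4 methyltransferase complexes, 2 fell, 1 rose and 16 did not pass the test; adjusted over the list alone, the counts were 1 and 1. The genes that passed in the authors' deposited table were the chromatin reader Psip1 at −0.61 ± 0.17, the host cell factor Hcfc1 at −0.41 ± 0.17 and the methyltransferase Kmt2c at 0.57 ± 0.19. Hcfc1 no longer passed after recentring on genes with a mean normalized count of at least 100 (adjusted p = 0.085). The scaffold subunits Wdr5, Rbbp5 and Dpy30 had log2 fold changes of −0.25 ± 0.19, −0.01 ± 0.18 and −0.03 ± 0.16 in the authors' deposited table, none of them past the threshold. None of the 6 measured H3K4 demethylase genes passed it (0 adjusted over the list alone), with 2 at an unadjusted p under 0.05 in the authors' DESeq2 test. In the authors' deposited table they ran from −0.44 ± 0.20 for Riox1 to 0.46 ± 0.26 for Kdm1b. On the zero point of the housekeeping list, the demethylase genes Kdm5b and Kdm1b (adjusted p = 0.020 and 0.023) and the methyltransferase subunits Kmt2b, Setd1b and Bod1 (0.042, 0.020 and 0.0075) passed as higher. As sets, these lists did not differ from other genes by cameraPR, with adjusted p = 0.73 for the methyltransferase subunits and 0.47 for the demethylases. The calls of cameraPR all rest on a preset correlation between genes, since an estimated one needs values per library.

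Across all tested genes, 3343 (19.9%) changed at an adjusted p under 0.05, of which 2093 were lower and 1250 were higher. Lower genes made up 62.6% of the changed genes (exact 95% interval 60.9% to 64.3%, across genes, which are not independent replicates). The median log2 fold change was −0.89 among the lower genes and 0.80 among the higher genes, and 898 lower and 472 higher genes changed by more than 1 on the log2 scale. The size and the direction of this split depended on which zero point was taken for the scaling. The median log2 fold change of genes with a mean normalized count of at least 100 was −0.05. With fold changes recentred on it, 1876 genes were lower and 1425 higher, so that lower genes still made up 56.8%. With fold changes recentred on the median of the housekeeping list, which was −0.19, 1483 genes were lower and 2314 higher, so that lower genes made up 39.1%. This list held only 15 genes. Its median lay within the central 95% of matched random lists of that size, −0.30 to 0.13, so this zero point is imprecise. Of the 3343 changed genes, 2733 were shared with the calls recentred on the housekeeping list.

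Among changed genes with a mean normalized count of at least 100, the largest fall was that of the transcription factor Etv4 (ENSMUSG00000017724.14, chromosome 11, 101769742 to 101785371), which fell by 4.28 ± 0.34 on the log2 scale in the authors' deposited table, with an adjusted p of 2.8e-35. The BMP antagonist Grem1 (ENSMUSG00000074934.3, chromosome 2, 113746164 to 113758646) fell by 4.16 ± 0.21 in the authors' deposited table, with an adjusted p of 2.7e-82. The next largest falls in the authors' deposited table were −3.83 ± 0.30 for Ctnnd2, −3.48 ± 0.26 for the potassium channel gene Kcnk2, −3.21 ± 0.33 for Ptchd4 and −3.15 ± 0.20 for Cth, an enzyme of cysteine synthesis. Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823 to 34864984) came next, with an adjusted p of 1.2e-68 in the authors' deposited table. It was followed there by Cenpv, Gpr176 and Alkal1, whose log2 fold changes in the authors' deposited table were −3.07 ± 0.28, −3.06 ± 0.28 and −3.06 ± 0.22.

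Rises of the same size were seen in other genes. The sodium channel gene Scn7a (ENSMUSG00000034810.7, chromosome 2, 66673425 to 66784914) rose by 5.80 ± 0.87 in the authors' deposited table, and Rgcc (ENSMUSG00000022018.7, chromosome 14, 79288756 to 79301645), a regulator of the cell cycle, rose by 5.40 ± 0.38. The smallest adjusted p among the genes named here, 5.2e-103 in the authors' deposited table, belonged to the membrane lectin gene Chodl at 4.30 ± 0.20. The interleukin 1 receptor antagonist Il1rn (4.27 ± 0.35), the protease inhibitor Serpinb1a (3.83 ± 0.20) and the ligand gene Wnt16 (3.67 ± 0.33) followed in the authors' deposited table. Ppbp (ENSMUSG00000029372.7, chromosome 5, 90768518 to 90770063) had an adjusted p of 1.9e-97 in the authors' deposited table. The chemokine Cxcl15, the matrix protein Adamtsl1 and the semaphorin Sema3d closed the set in the authors' deposited table at 3.54 ± 0.30, 3.33 ± 0.23 and 3.10 ± 0.29.

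**Figure D1:**
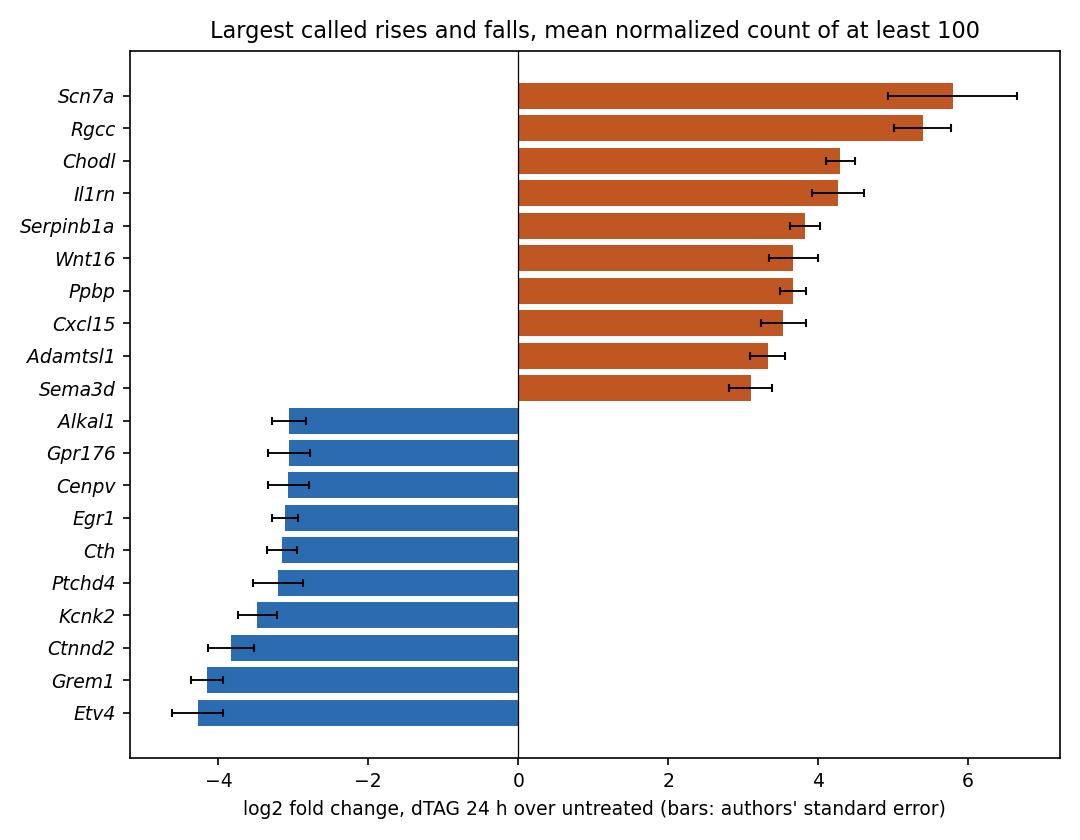
Log2 fold changes (dTAG-13 at 24 h over untreated, x axis) of the 10 changed genes with the largest rises and the 10 with the largest falls among genes with a mean normalized count of at least 100. Bars start at 0 and error bars are the authors' standard errors; the values run from −4.28 for Etv4 to 5.80 for Scn7a in the authors' deposited table.

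Of the genes the study named besides Egr1 and Ppbp, the Wnt agonist Rspo2 rose by 0.73 ± 0.15 in the authors' deposited table. Nrf1, Zfp503, Rab8a and Il7 did not pass the threshold, with values in the authors' deposited table of −0.43 ± 0.19, 0.27 ± 0.22, −0.13 ± 0.15 and −0.02 ± 0.41. Il7 had a mean normalized count of 3.44 in the authors' deposited table, so that only a very large change would have been detectable. The most abundant lower transcripts were those of the collagen genes Col1a2 and Col1a1 and of the actin gene Actb, at −0.42 ± 0.16, −0.50 ± 0.16 and −0.42 ± 0.14 in the authors' deposited table. After recentring on the housekeeping list, the values of all 3 no longer passed the threshold (adjusted p = 0.23, 0.098 and 0.18). The most abundant higher transcripts were those of fibronectin (Fn1), Tuba1a and thrombospondin 1 (Thbs1), at 0.93 ± 0.16, 0.51 ± 0.15 and 0.51 ± 0.17 in the authors' deposited table.

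The lists for S phase, G1/S and G2/M were all lower. In the DNA replication list (39 of 48 lower; 41 adjusted over the list alone), the replication licensing genes Cdt1, Cdc6, Mcm6 and Mcm3 had log2 fold changes of −2.50 ± 0.19, −2.95 ± 0.28, −2.14 ± 0.18 and −1.98 ± 0.17 in the authors' deposited table. The median of the list was −1.07 (limma's cameraPR, Benjamini-Hochberg adjusted p = 1.5e-33). Of 19 regulators of G1 and the G1/S transition, 15 fell and 1 rose (17 and 1 adjusted over the list alone), with a median of −1.10 and a cameraPR adjusted p of 4.2e-16. Cyclin D1 (Ccnd1) fell by 2.70 ± 0.17 in the authors' deposited table, Ccne2 had −1.68 ± 0.22, and the retinoblastoma gene Rb1, a brake on entry into S phase, was the member that rose (1.19 ± 0.24). In the G2/M and mitosis list (38 of 41 lower; 38 adjusted over the list alone), the median was −1.10 and the cameraPR adjusted p was 1.5e-33. The mitotic regulators Cdc20 and Cdk1 stood at −1.76 ± 0.19 and −1.37 ± 0.15 in the authors' deposited table. DNA repair and replication checkpoint genes went the same way, with 22 of 26 lower and 0 higher (24 adjusted over the list alone), a median of −1.18 and a cameraPR adjusted p of 2.7e-17. Among them, the authors' deposited table gave −1.80 ± 0.22 for the exonuclease Exo1 and −1.75 ± 0.21 for Uhrf1, a factor for the upkeep of DNA methylation.

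The brakes of the cell cycle and the p53 targets did not move as sets. Of 7 CDK inhibitor genes, only Cdkn2b (p15) rose, by 1.11 ± 0.17 in the authors' deposited table, and it was also the only member that passed adjusted over the list alone (1 of 7), while Cdkn2c passed as higher on the zero point of the housekeeping list (adjusted p = 0.041). The cameraPR adjusted p of that list was 0.095. The p53 targets held 5 lower and 4 higher genes of 25 (7 and 5 adjusted over the list alone; cameraPR adjusted p = 0.60). In the authors' deposited table Btg2 and Gadd45a stood at −1.55 ± 0.18 and −1.09 ± 0.23, against 0.90 ± 0.20 for Trp53inp1 and 1.31 ± 0.32 for the death receptor gene Fas. Replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, held 3 lower and 3 higher of 37, the same numbers adjusted over the list alone (cameraPR adjusted p = 0.90). The median of their mean normalized counts was only 5.73, and 5 members reached a mean of at least 100. Most changes in histone transcripts would therefore have been hard to detect.

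The lists of immediate early genes, YAP/TAZ targets and contractile cytoskeleton genes were lower, while those of TGF-beta, Wnt and interferon signalling were not called. The interferon and Wnt lists had low median mean normalized counts, 12.9 and 37.3, against 264 for immediate early genes. Changes in many of their members would have been hard to detect, so these 2 lists cannot be read as unchanged. The 17 immediate early genes that fell (17 adjusted over the list alone; median −0.96; cameraPR adjusted p = 1.9e-17) included, in the authors' deposited table, Ier2 at −2.17 ± 0.19, Klf4 at −2.06 ± 0.19 and Dusp6, a phosphatase of ERK, at −2.85 ± 0.25. Targets of the YAP/TAZ coactivators fell in 10 of 19 cases and rose in 1, also adjusted over the list alone (median −0.48; cameraPR adjusted p = 2.9e-05). Ankrd1 fell by 2.03 ± 0.21 in the authors' deposited table and Ccn2 had −1.93 ± 0.31, while Rbms3 was the member that rose (0.37 ± 0.15). In the list of contractile and SRF-regulated cytoskeleton genes, 13 of 19 fell and 1 rose (14 and 1 adjusted over the list alone; median −0.67; cameraPR adjusted p = 8.2e-07). The myosin light chain Myl9 and vinculin (Vcl) had values of −1.27 ± 0.17 and −1.54 ± 0.23 in the authors' deposited table, against 0.47 ± 0.18 for Cnn3.

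Lists tied to protein synthesis and its stress responses were lower. In the ribosome biogenesis list (24 of 29 lower; 27 adjusted over the list alone), the nucleolar proteins Gnl3 and Nop56 stood at −1.21 ± 0.16 and −1.51 ± 0.21 in the authors' deposited table. The median was −0.72 and the cameraPR adjusted p was 8.0e-17. The genes of ribosomal proteins themselves had a median of −0.23 with only 1 of 77 members past the threshold, Rpl10 at −0.41 ± 0.15 in the authors' deposited table, and 0 adjusted over the list alone, and Rpl10 did not pass after recentring on genes with a mean normalized count of at least 100 (adjusted p = 0.055). Their cameraPR adjusted p was 0.0025, but 0.12 with a preset correlation of 0.05, and near-identical processed copies of these genes can share their reads. The genes of the unfolded protein and integrated stress response held 14 lower and 0 higher of 21 (15 adjusted over the list alone; median −1.0; cameraPR adjusted p = 1.2e-17). Chac1, which breaks down glutathione, and Ppp1r15a, which reverses the block of translation, were at −1.67 ± 0.18 and −1.55 ± 0.17 in the authors' deposited table.

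Higher as sets were 3 lists. Cholesterol synthesis genes had 5 higher and 0 lower members of 25 (6 adjusted over the list alone), with a median of 0.23 and a cameraPR adjusted p of 0.0023. In the authors' deposited table the early pathway enzymes Hmgcs1 and Mvk rose by 0.85 ± 0.16 and 0.87 ± 0.17. Nuclear genes of oxidative phosphorylation had 6 higher and 1 lower of 82 (3 and 0 adjusted over the list alone), with a median of 0.11 and a cameraPR adjusted p of 0.0097. Of these, the complex I subunits Ndufv3 and Ndufb2 both stood at 0.53 in the authors' deposited table, with standard errors of 0.15 and 0.16, and Ndufa12 at −0.39 ± 0.16. Hox genes had 7 higher and 2 lower of 17 (9 and 2 adjusted over the list alone), with a median of 0.42 and a cameraPR adjusted p of 0.013. In the authors' deposited table the posterior genes Hoxd11, Hoxd13 and Hoxa10 rose by 0.81 ± 0.17, 0.74 ± 0.16 and 0.92 ± 0.21, while Hoxd8 stood at −1.98 ± 0.29 and Hoxa11 at −0.47 ± 0.20. After recentring on genes with a mean normalized count of at least 100, neither Hoxa11 (adjusted p = 0.077) nor Ndufa12 (0.092) passed. None of these 3 lists passed with a preset correlation of 0.1, where the adjusted p was 0.13 for cholesterol synthesis, 0.41 for oxidative phosphorylation and 0.18 for Hox genes. The 8 measured genes encoded by mitochondrial DNA had 0 members past the threshold of the authors' DESeq2 test, also adjusted over the list alone and at an unadjusted p under 0.05, and a cameraPR adjusted p of 0.61.

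**Figure D2:**
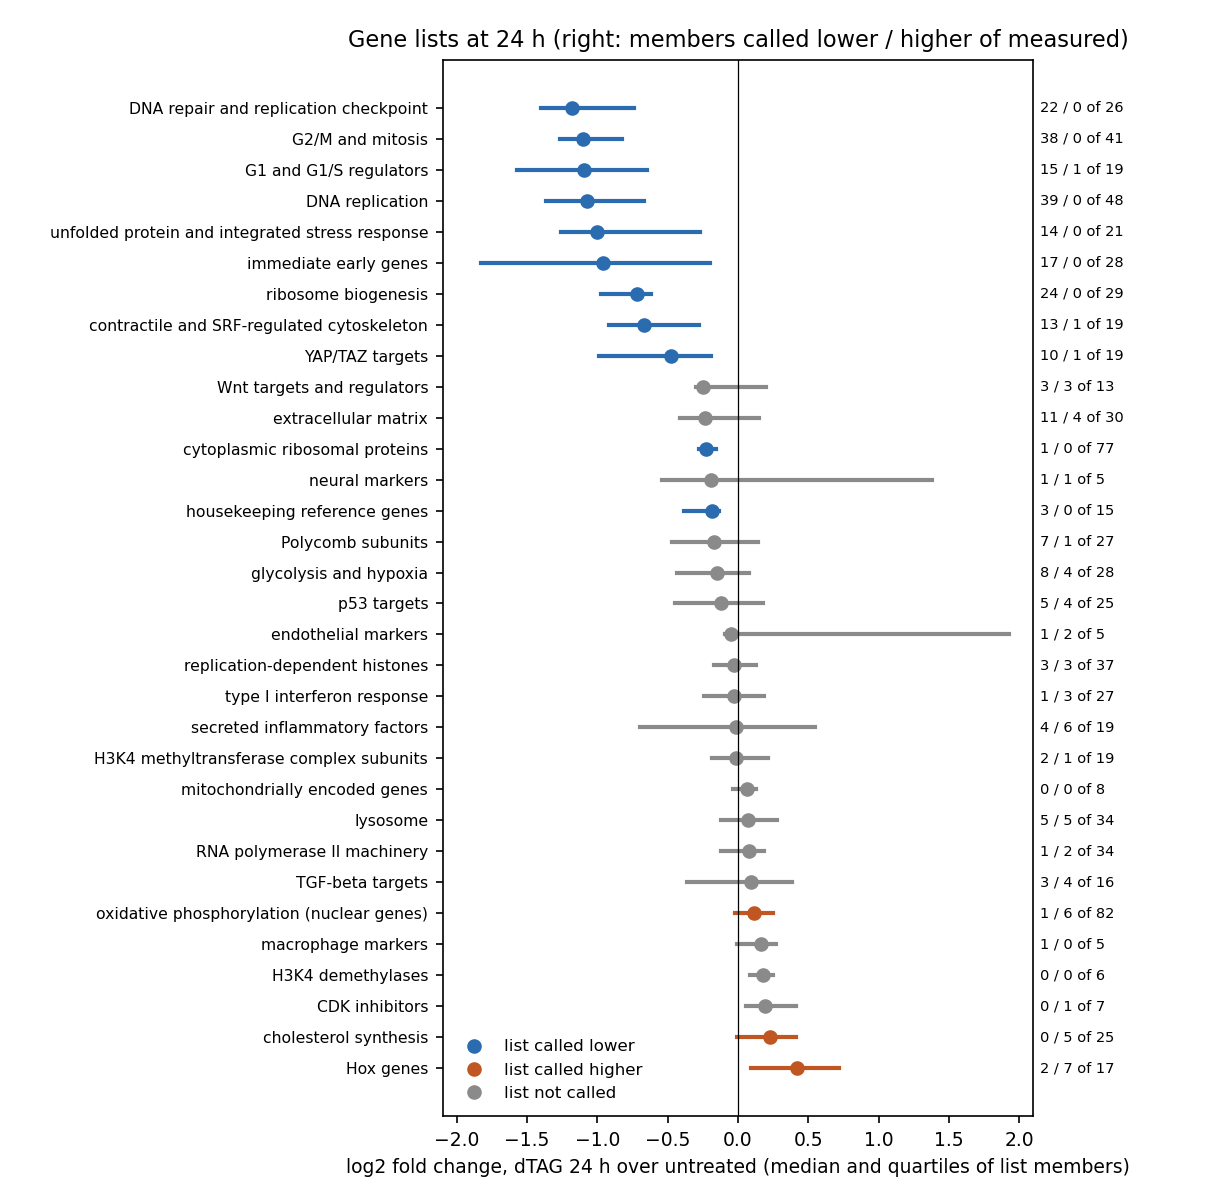
Median (point) and quartiles (line) of the log2 fold changes, dTAG-13 at 24 h over untreated, of the measured members of each list with at least 5 of them; blue lists were called lower, orange lists higher and grey lists not called by cameraPR, and the numbers at the right count members lower and higher of those measured. The medians of the DNA repair, G2/M, G1/S and replication lists lay between −1.18 and −1.07, and the highest median was 0.42 for Hox genes.

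Several groups held changed genes in both directions and were not called as sets. Of 19 secreted inflammatory factors, 4 fell and 6 rose (5 and 6 adjusted over the list alone; cameraPR adjusted p = 0.33). The cytokine Lif fell by 4.13 ± 0.38 in the authors' deposited table and the growth factor Csf1 had −1.27 ± 0.18, against the rises of Ppbp and Cxcl15. Type I interferon response genes had 1 lower and 3 higher of 27, also adjusted over the list alone (cameraPR adjusted p = 0.80), with Rtp4 at −3.74 ± 0.65 and Irf9 at 1.05 ± 0.21 in the authors' deposited table. Extracellular matrix genes had 11 lower and 4 higher of 30 (12 and 5 adjusted over the list alone; cameraPR adjusted p = 0.43), with Col6a3 at −0.78 ± 0.16 and Col3a1 at 0.64 ± 0.16 in the authors' deposited table. Glycolysis and hypoxia genes had 8 lower and 4 higher of 28 (9 and 5 adjusted over the list alone; cameraPR adjusted p = 0.61), with lactate dehydrogenase Ldha at −0.76 ± 0.16 and the lactate transporter Slc16a3 at 2.19 ± 0.57 in the authors' deposited table. Polycomb subunits had 7 lower and 1 higher of 27 (7 and 2 adjusted over the list alone; cameraPR adjusted p = 0.46), with Pcgf5 at −1.17 ± 0.23 and Jarid2 at 0.62 ± 0.18 in the authors' deposited table.

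Lysosome genes had 5 lower and 5 higher of 34 (7 and 5 adjusted over the list alone; cameraPR adjusted p = 0.42), among them Hexa at −0.86 ± 0.19 and Map1lc3b at 0.77 ± 0.17 in the authors' deposited table. For the RNA polymerase II machinery the counts were 1 lower and 2 higher of 34, also adjusted over the list alone (cameraPR adjusted p = 0.46). Wnt targets and regulators had 3 lower and 3 higher of 13, also adjusted over the list alone (cameraPR adjusted p = 0.96), with Dkk2 at −1.25 ± 0.25 and Sfrp1 at 1.09 ± 0.33 in the authors' deposited table. TGF-beta targets had 3 lower and 4 higher of 16 (4 and 4 adjusted over the list alone; cameraPR adjusted p = 0.61), with Ltbp2 at −1.20 ± 0.16 and Tgfbi at 0.73 ± 0.16 in the authors' deposited table. The median and the test differed in sign for the methyltransferase subunits, interferon response, secreted factors, histones, endothelial markers and neural markers, whose medians of −0.01 to −0.19 lay below 0 while the direction of the test was up.

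Markers of other cell types had few measured members. Of 5 endothelial markers, Flt1 stood at −2.25 ± 0.49 and Erg and Tek at 2.36 ± 0.39 and 1.93 ± 0.65 in the authors' deposited table (1 lower and 2 higher, also adjusted over the list alone; cameraPR adjusted p = 0.47). Neural markers had 1 lower and 1 higher of 5 (1 and 2 adjusted over the list alone; cameraPR adjusted p = 0.98), with Map2 at −0.78 ± 0.21 and Dcx at 3.04 ± 1.48 in the authors' deposited table. Of 5 macrophage markers, only Cd14 passed, at −1.30 ± 0.44 in the authors' deposited table (1 lower and 0 higher, also adjusted over the list alone; cameraPR adjusted p = 0.83). Too few members were measured for a set test of adipocyte, skeletal muscle and epithelial markers. Of 4 adipocyte markers 2 fell and 1 rose (3 and 1 adjusted over the list alone), with the fat cell regulator Pparg at −1.85 ± 0.49 and Fabp4 at 2.35 ± 0.36 in the authors' deposited table. Of 4 skeletal muscle markers 0 fell and 2 rose (0 and 4 adjusted over the list alone), Tnnt3 at 1.96 ± 0.93 and Tnnt1 at 1.54 ± 0.87 in the authors' deposited table. Of 2 epithelial markers, Krt19 fell by 1.29 ± 0.29 in the authors' deposited table and 0 rose (1 and 1 adjusted over the list alone).

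Housekeeping reference genes had 3 lower and 0 higher members of 15 (5 adjusted over the list alone), a median of −0.19 and a cameraPR adjusted p of 0.038. The members that fell were Actb, the transferrin receptor Tfrc at −0.91 ± 0.18 and the cyclophilin Ppia at −0.81 ± 0.21 in the authors' deposited table. The call of this list as lower was lost in 6 of 8 alternatives, with an adjusted p of up to 0.39 against random lists. The table held 0 rows of ERCC spike-in RNA.

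On the zero point of the housekeeping list, the cell cycle lists stayed lower, with 36 of 48 DNA replication genes and 37 of 41 G2/M genes lower and 0 higher. Immediate early genes had 15 lower and 1 higher of 28, YAP/TAZ targets 7 lower and 1 higher of 19, with a median of −0.29, and ribosomal proteins a median of −0.04 with 0 members past the threshold. Cholesterol synthesis genes had 12 higher of 25 with a median of 0.42, and oxidative phosphorylation genes 24 higher and 0 lower of 82 with a median of 0.30. Polycomb subunits had 2 lower and 5 higher, and Phc2 and Cbx6 no longer passed (adjusted p = 0.062 and 0.074). For the RNA polymerase II machinery the counts became 0 lower and 4 higher, as Taf10 no longer passed (adjusted p = 0.087) and Taf1 and Taf11 did (0.013 and 0.0078). Extracellular matrix genes had 3 lower and 6 higher, glycolysis and hypoxia genes 3 lower and 6 higher, lysosome genes 4 lower and 12 higher, p53 targets 4 lower and 6 higher, and skeletal muscle markers 0 lower and 4 higher. The medians of the Polycomb, p53, glycolysis, interferon, secreted factor, histone, endothelial and methyltransferase subunit lists turned from below to above 0.

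The share of changed genes rose with expression level and then levelled off. In 10 equal bins of mean normalized count it was 1.43% in the lowest bin, 18.9% in the fourth and 27.7% in the tenth. The lowest 3 bins held more higher than lower genes (5 lower against 19 higher, 35 against 69 and 64 against 97), and the other 7 held more lower genes.

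**Figure D3:**
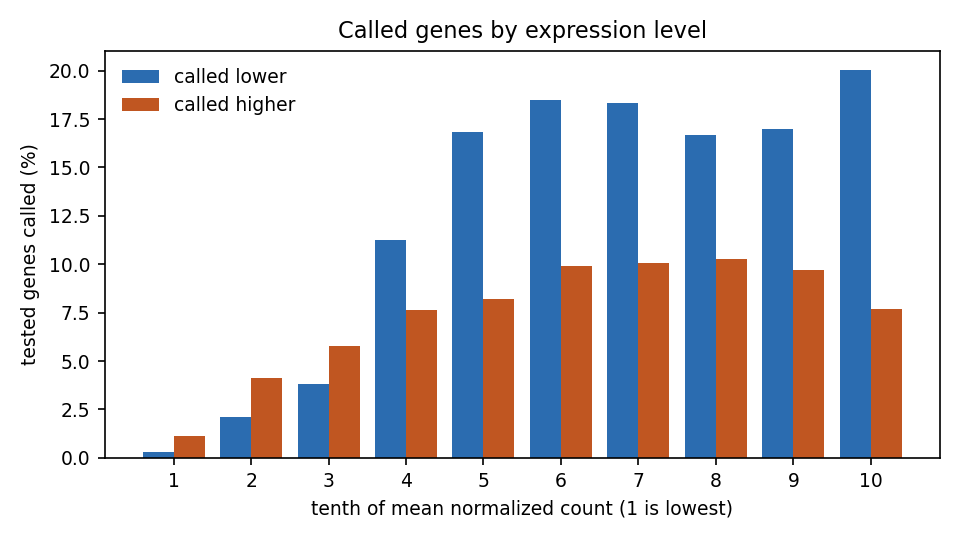
Percent of tested genes called lower (blue) and higher (orange) in 10 equal bins of the authors' mean normalized count (x axis, 1 is the lowest). Higher genes outnumbered lower genes in the lowest 3 bins, and the share of changed genes in the tenth bin was 27.7%.

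The deposited p-values of weakly expressed genes matched 6 entries made from 5 distinct libraries, 1 of them counted 2 times. That library lay on the side where the fold change is positive, which is the dTAG-13 side, so the dTAG-13 group would rest on 2 distinct libraries. With 1 library entered once, and the same spread settings, 463 of 4428 weakly expressed genes passed in a refit, against 624 with it entered 2 times. With standard errors widened for this, an alternative chosen after seeing the data, 1700 genes were lower and 888 higher. Among the genes named here Hcfc1, Hoxa11, Col1a2, Rpl10, Ndufa12, Cnn3, Rbms3, Tnnt1 and Dcx no longer passed. The widening multiplied every z by 0.894 and did not estimate the spread of each gene again, so it may end too few calls.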

Values the study reported

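The study reported that more than 3000 genes were deregulated after 24 h without FKBP-HA2-ASH2L, most of them with lower expression, at a threshold of q < 0.05.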

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

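The widening of standard errors for 1 library entered once was the only alternative here chosen after the data had been seen. No paired analysis was possible because the recovered read numbers were not assigned to samples and the table has no columns per library. For the same reason a replicate block was not run, and across all genes leaving out a replicate, other count tools and scalings (TMM), an estimated correlation and other splits of the samples were not run. For weakly expressed genes, whose reads were recovered, leaving out a library was left undone. The precision of weakly expressed genes is limited by their few reads, and 0 of 720 changed genes with a mean normalized count up to 50 had reads in 1 library only.

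With a log2 fold change above 1, 898 genes were lower and 472 higher, with an adjusted p under 0.01 733 were higher, and with the Benjamini-Yekutieli adjustment 1363 were lower and 609 higher; these settings are stricter by construction. Recentring on the housekeeping list gave 2314 higher genes, because it moved all fold changes by 0.19 upward. All other alternatives kept both counts within 1.5 times. The share of lower genes, 62.6%, was 67.6% at an adjusted p under 0.01, 64.8% above 0.58 and 65.5% above 1 on the log2 scale, 65.2% for a mean normalized count of at least 100 and 69.1% by Benjamini-Yekutieli. It was 65.7% with wider standard errors, 56.8% after recentring on genes with a mean of at least 100, and 39.1% after recentring on the housekeeping list. The wider errors kept 2588 of the 3343 calls.

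Of the 11 lists called lower, 9 to 11 kept the call in each alternative. The 3 lists called higher became 1 with a preset correlation of 0.05, 0 with 0.1 and 0 with the log2 fold change as the statistic; the cause was not tested. Of 252 comparisons of a list with an alternative, 233 kept their side of the threshold, 17 lost the call and 2 gained it. Called lists kept their direction in all 112 comparisons, while lists that were not called had the other direction in 13 of 140, across 7 lists. With preset correlations of 0.05 and 0.1, the adjusted p was 0.17 and 0.41 for oxidative phosphorylation, 0.12 and 0.30 for ribosomal proteins, 0.074 and 0.18 for Hox genes and 0.12 and 0.25 for housekeeping genes, and with 0.1 it was 0.13 for cholesterol synthesis. With the log2 fold change as the statistic it was 0.15 for cholesterol synthesis, 0.28 each for oxidative phosphorylation, ribosomal proteins and Hox genes and 0.36 for housekeeping genes. The housekeeping list also lost its call among genes with a mean of at least 100 (0.13), against random lists (0.39) and after recentring (0.053), while secreted factors were called higher among genes with a mean of at least 100 (0.022) and Wnt targets lower against random lists (0.042). The cause of these changes was not tested. Of 230 named genes, recentring on genes with a mean of at least 100 ended 5 calls (Hcfc1, Hoxa11, Col1a2, Rpl10 and Ndufa12), and recentring on the housekeeping list ended 14 (these and Phc2, Cbx6, Polk, Taf10, Col4a1, Col1a1, Slc2a1, Actb and Spry2) and added 10, all higher (Kmt2b, Setd1b, Bod1, Kdm5b, Kdm1b, Cdkn2c, Taf1, Taf11, Acta1 and Des), with 0 reversed. Wider standard errors ended 11 of 168 calls, those of Hcfc1, Hoxa11, Col1a2, Rpl10, Ndufa12, Ndufv1, Cnn3, Rbms3, Tnnt1, Dcx and Col11a1. In 5 bins of expression, 27.2% of genes in the highest bin had changed, against 27.7% in 10 bins.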

Other observations

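The set-ups of libraries, the ERK list and the cartilage list were tests chosen only after the results had been seen, and the other tests were written down before their results.

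Genes that respond to ERK, the kinase at the end of the Ras pathway, held several large falls, so a published score of 10 ERK-dependent genes was tested as a set. Of its 10 genes, 9 were lower and 0 higher, with Dusp4 not past the threshold at −0.05 ± 0.44 in the authors' deposited table. On the zero point of the housekeeping list 8 were lower, as Spry2 no longer passed (adjusted p = 0.055). Etv5, Phlda1 and Epha4 stood at −2.96 ± 0.26, −1.55 ± 0.17 and −1.26 ± 0.21 in the authors' deposited table. The median was −2.20, below every one of 10000 random lists matched on expression (permutation p = 2e-04, the smallest they can give). Lower ERK output may be a candidate explanation for part of the falls, but Etv4, Ccnd1 and Dusp6 had been seen before the list was chosen, 4 of the 10 genes are also in the immediate early list and Ccnd1 is in the G1/S list, and ERK activity itself was not measured.

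Genes of cartilage rose in part. The cartilage regulators Sox9, Sox6 and Sox5 rose by 3.04 ± 0.15, 1.51 ± 0.22 and 4.54 ± 0.95 in the authors' deposited table, and the joint lubricant gene Prg4 by 2.68 ± 0.18. Of 13 measured members of a list of 21 cartilage genes, 6 were higher and 0 lower. The collagen gene Col2a1, the main product of cartilage cells, was not past the threshold at 0.32 ± 0.32 in the authors' deposited table. The median of 0.32 lay above 99.9% of matched random lists (permutation p = 0.0016), which is a hypothesis of a partial cartilage programme, since Sox9 was seen before the list was chosen.

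Changed genes lay beside each other on the chromosomes more often than chance placed them. Of 13805 neighbouring pairs of genes that do not overlap, 418 were changed in the same direction, against a mean of 299.8 (269 to 330) over 10000 permutations within bins of expression (1-sided permutation p = 1e-04, the smallest they can give). Pairs in opposite directions numbered 259, against 263 by permutation (p = 0.62). On chromosome 13, between 49493318 and 49624501, Ecm2, Aspn, Omd and Ogn, which encode small leucine-rich proteins of the matrix, rose by 1.24 ± 0.51, 1.07 ± 0.16, 2.18 ± 0.33 and 0.80 ± 0.16 in the authors' deposited table; they were picked after the 15 runs of at least 3 higher and the 52 runs of at least 3 lower neighbours had been seen. Shared chromatin domains may underlie such pairs, but related gene copies and reads that run past a gene's end were not tested. On chromosome 5, Pf4 rose by 4.18 ± 0.87 in the authors' deposited table. Ppbp and Cxcl15 in the same region also rose, but these 3 genes did not form a run of direct neighbours. Cxcl5 in that region stood at −0.86 ± 0.16 in the authors' deposited table (Pf4 and Cxcl5 were named after their values were seen).

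More genes were lower than higher at 24 h, and both technical explanations tested remain open. If an offset of the spike-in scaling were the cause, genes with a mean normalized count of at least 100 should have had a clearly negative median. Recentring on that median should also have brought lower and higher genes close to even numbers. The median log2 fold change was −0.05, short of the bound set for an offset, and the share of lower genes after recentring on it was 56.8%. On the housekeeping list, which was not part of this test, the centre was −0.19 and the share was 39.1%. More power for abundant genes was tested among genes below the median of mean normalized count, where lower genes made up 56.0% (exact 95% interval 52.9% to 59.1%), against 65.5% above it. Neither 56.8% nor 56.0% lay clearly beyond the bounds set for the tests. A true excess of falling RNA levels after ASH2L loss therefore cannot be told apart from these explanations for the split as a whole. RNA levels at 24 h do not measure transcription itself. At earlier times the study measured newly made RNA and found few genes altered.

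The lower replication and mitosis lists were set against a general fall of abundant transcripts. The medians of −1.07 and −1.10 lay below all 10000 matched random lists, whose central 95% ran from −0.16 to 0.09 and from −0.18 to 0.08, which argues against it. Recentring on the housekeeping centre of −0.19 gave −0.88 and −0.91, but a shift of that size could not have turned either median positive. That these lists fell because the cells divided less, as the study measured by cell counts, is a biological hypothesis not tested here. A library counted 2 times remains open as an influence on the p-values.

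The deposited p-values of genes with a mean normalized count of 5 to 50 were compared with refits under 3 set-ups of the 5 libraries, which had first been explored on the same p-values, also with another count tool, and whose bounds were set after those values had been seen. Each library entered once gave a median absolute difference in z of 0.712 and a mean over 2 group means gave 0.124, which argues against both, while 1 library entered 2 times gave 0.00978, which is consistent with a library counted 2 times among 6 entries. With it entered once, calls fell from 624 to 463 at the spread settings closest to the deposited p-values, and from 1110 to 743 at the likeliest settings, which lay further from the deposited p-values. Why a library would be counted 2 times was not tested. The refits covered weakly expressed genes only. The p-values of abundant genes come from the same comparison, so a library counted 2 times would enter them too.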
